A study of Mus musculus with 1824 samples. Its data were reported in "Single-cell multi-omics profiling links dynamic DNA methylation to cell fate decisions during mouse early organogenesis" (2022).

How the data were processed

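RNA was measured by Smart-seq2, a full-length plate method without molecular identifiers, in single cells sorted into 96-well plates from mouse chimaeras made with *Tet* triple-knockout embryonic stem cells. The authors deposited raw read counts per gene and cell, made by aligning reads to GRCm38 with HISAT2 and counting them with featureCounts on an Ensembl annotation. The strand and multi-mapping settings of the counting were not stated, so values of paralogs, pseudogenes and overlapping or antisense genes are uncertain. The table held 55487 genes and 1824 cells, and 0 columns were left without a sample. Each column name matched the title of exactly 1 cell, apart from a common ending of the titles. Of the gene identifiers, 55141 matched a symbol, and the remainder held 0.0120% of reads. Gene positions were taken from the GENCODE M21 annotation of GRCm38, the build of the counts, which listed 55227 of the identifiers.

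Cells were grouped by the stage in the labels, E7.5 or E8.5 (embryonic day 7.5 or 8.5). Genotype and sort gate are not stated in the labels of individual cells, so knockout and host cells were not compared here and shares of cells describe the sorted wells rather than the embryo. Values can thus mix both genotypes in unknown shares, so those of *Tet1*, *Tet2* and *Tet3* need not describe wild-type cells. The labels name an animal only for 4 E7.5 embryos, each on 1 plate. The other 7 E7.5 plates and all 8 E8.5 plates carry no animal name, so E8.5 counted as 1 sample and no test was made between stages. Plates served as technical units and their range is given as spread. Apart from empty wells, no 2 columns held identical values.

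Cells were kept with at least 4000 reads, at most 10% of reads on 37 mitochondrial genes and at most 20% on 403 genes whose symbols start with Rpl or Rps. These are the limits described in the methods of the study, with the ribosomal gene list rebuilt. The methods describe collecting singlets in the sorts with surface markers, and no doublet caller was run. Removal of the 2% of cells with most reads on each plate was tried as an alternative.

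Counts of passing cells were scaled to 10000 per cell and log-transformed. With scanpy 1.11.5, 2000 variable genes were scaled (limit 10), reduced to 30 principal components and joined by 15 neighbours, and Leiden clusters were taken at resolution 1 with seed 0. Genes seen in fewer than 5 cells and the 7 enzyme genes were left out of clustering. Clusters were named "-like" from marker lists for 16 classes. These lists, the lists of genes named below and the alternatives were chosen before the data were examined. A marker counted when at least 25% of the cluster's cells had a read and its mean count per 1000000 reads (CPM) was at least 2 times that of the other cells. The class with the largest share of its markers was given where at least 3 counted and the 10 leading genes did not hold more markers of another class. Leading genes were ranked by fold with 10 CPM added to both sides. The scoring rule was set after a first view of the clusters, including a demand for at least 2 own markers among the 50 leading genes and the breaking of ties by the 10 leading genes.

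For the stage comparison, reads of passing cells were summed per stage and per plate and divided by all reads (CPM). The log2 ratio of pooled CPM, E8.5 over E7.5, used a pseudocount of 1 CPM, which understates changes of low genes. Genes named were 5 fixed lists (28 genes), plus up to 5 genes with the largest and 5 with the smallest ratio among genes with at least 10 pooled CPM in either stage whose values on all 8 E8.5 plates lay above, or all below, those on all 11 E7.5 plates. Ratios between classes at E8.5 used no pseudocount. Plate values were given where at least 5 cells of each class were present. Intervals are exact 95% Poisson intervals for CPM, exact conditional intervals for ratios and Clopper-Pearson intervals for shares, computed with scipy 1.17.1. They cover counting error only, since amplified reads are not independent molecules. For a count of 0, the limit is 3 counts of the total. Genes per cell were compared after thinning each cell to 100000 reads.

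An edgeR quasi-likelihood test between blood classes within the named embryos, with embryo as a block, 1% false discovery rate and an absolute log2 fold change of 1, was planned for at least 3 embryos with 5 cells of both classes. No embryo met this, so the test was not run. Alternatives covered the quality limits, clustering settings, pooling, scaling (edgeR 4.0.16 TMM and DESeq2 1.42.0 size factors under R 4.3.3), subsets of plates and leaving out each plate. Gene counts under the alternatives are given as percentages of the genes past the minimum. The stage ratio was tested on simulated plates for 9453 genes with a between-plate SD of 0.3 on the log2 scale. The direction was recovered for 200 of 200 changed genes, 161 of them separated completely, and 0 of 9253 unchanged genes separated. Between real plates of a stage, the SD was larger than simulated for every listed gene except *Dnmt1* and *Uhrf1*.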

Results

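Transcriptomes were collected from 1824 single cells on 19 plates of 96 wells to follow the haemato-endothelial lineage in chimaeras in which host and *Tet* triple-knockout cells develop together. E7.5 cells came from 11 plates. These were 4 plates of numbered embryos, 1 chimera plate and 6 plates whose titles give a lane, called lane plates here. E8.5 cells came from 8 plates. Total reads per well ranged from 0 to 6162793, with a median of 611135.

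Cells were first screened for quality. Of 1824 cells, 1730 passed (94.8%, 95% interval 93.7 to 95.8). Reads fell under the minimum in 72 wells, the ribosomal share was too high in 18 and the mitochondrial share in 6. At E7.5, 93.4% of cells passed (91.7 to 94.8), and at E8.5, 96.9% (95.4 to 97.99). Lane plate 5 had the fewest passing cells, 70 of 96. Its median depth in passing cells, 182382 reads, was the lowest of the E7.5 plates, and lane plate 3 had the highest at 1633380. E8.5 medians ranged from 360872 to 1095090 reads. The alternative that moved the number of passing cells most, a minimum of 100000 reads, left 1634.

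Passing cells had a median of 8460 detected genes at E7.5 and 7695.5 at E8.5. Thinned to 100000 reads, medians were 7042 at E7.5 (41 cells too shallow) and 6442 at E8.5 (55 cells too shallow). Plate medians overlapped between stages, from 6242 to 7718.5 at E7.5 and from 5697 to 6748 at E8.5.

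To learn which cell types each stage contained, cells were clustered. Of 27 clusters, 25 received 1 of 14 class names. The other 2 clusters held 40 E7.5 cells (4.06%) and 85 E8.5 cells (11.4%), and were kept out of a class by a rule set after they were seen. The first of these was led by *Coro1a*, *Spi1* and *Tyrobp*, immune genes, and the second by *Cdx4* and *Hoxb9*. Erythroid-like cells, defined by embryonic haemoglobins and *Klf1*, made up 6.59% of passing E7.5 cells (65 cells, 5.12 to 8.33) and 18.4% of E8.5 cells (15.7 to 21.4). Haematoendothelial-like cells made up 14.6% (12.5 to 16.96) and 22.98% (20.01 to 26.2). Blood progenitor-like cells were 10.1% at E8.5 (75 cells, 8.01 to 12.5) and 0 at E7.5, which allows a share of up to 0.304% by the counting of cells alone. Other clusterings gave an E7.5 share of 2.33% at resolution 2 and 0.913% with centring within plates, and it was 0.667% without lane plate 3. The first unnamed cluster, with 27 E7.5 cells, matched blood progenitors best, by 7 markers. Megakaryocyte-like cells were 6.59% at E8.5 (49 cells, 4.91 to 8.61), all on plate 5, and 0 at E7.5. Epiblast-like cells were 21.8% at E7.5 and 0.134% at E8.5, and nascent mesoderm-like cells were 13.6% at E7.5 and 0 at E8.5, which allows up to 0.403%. Among the alternative clusterings, the blood progenitor-like share at E8.5 changed most, to 0% with 4000 variable genes. It was also 0% without plate 1, 2, 5 or 7, each left out in turn before clustering again.

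**Figure D1:**
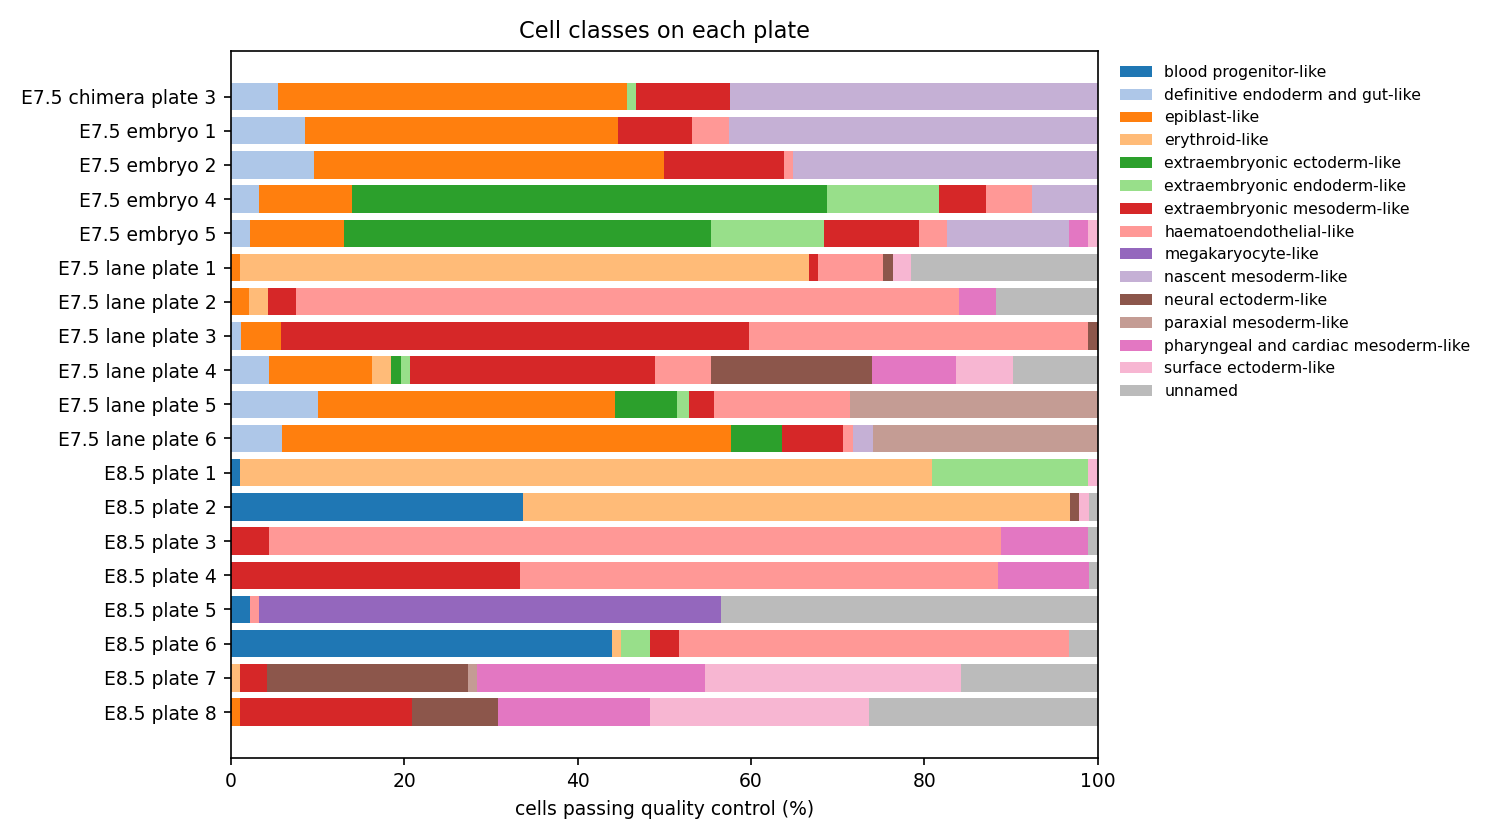
Percentage of passing cells (horizontal axis) in each class on each of the 19 plates (rows), colours as in the key and unnamed clusters in grey. Erythroid-like cells were 65.6% of cells on E7.5 lane plate 1 and 79.8% on E8.5 plate 1, and absent from all 4 embryo plates.

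Classes were distributed unevenly over plates. On E8.5 plates 1 and 2, 79.8% and 63.2% of cells were erythroid-like, and on plates 3 and 4, 84.4% and 55.2% were haematoendothelial-like. Blood progenitor-like cells were found mainly on plates 2 (32 cells) and 6 (40 cells). On both plates most cells had neither *Xist* nor Y-linked reads (86.3% and 79.1%), a pattern described below. At E7.5, 61 of 65 erythroid-like cells lay on lane plate 1. All 65 formed a single cluster, which cannot be separated from that plate. Because sorting is not recorded per cell in the labels, class and plate cannot be separated for most of the E8.5 comparisons. The 4 named embryos held 0 erythroid-like cells (up to 0.804%) and 13 haematoendothelial-like cells, 4, 1, 5 and 3 in embryos 1, 2, 4 and 5. The planned tests between blood classes within embryos were therefore not possible. Extraembryonic ectoderm-like cells made up 54.8% of cells in embryo 4 and 42.4% in embryo 5, and none were found in embryos 1 and 2. The paper found that injected cells of its chimaeras did not contribute to this tissue. Embryos 1 and 2 also had far more cells with neither *Xist* nor Y-linked reads, as given below. A difference in which cells were sorted, rather than between embryos, therefore stays possible.

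The stages were next compared by pooled expression, over 844907306 reads at E7.5 and 501330388 at E8.5. Of 9886 genes with at least 10 CPM in either stage, 0.384% had all 8 E8.5 plates above all 11 E7.5 plates and 1.35% had all of them below. If the plates were exchangeable, chance would separate 0.00265% of genes. That chance is no test of stage, because stages may also differ in library protocol, as given below. The median log2 ratio over the 9886 genes was 0.077. Among the scaling choices, leaving haemoglobin genes out of the library size moved these shares most, to 0.503% above and 1.14% below. Without the chimera plate at E7.5 they were 1.02% above and 1.99% below.

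The largest rises among separated genes were of *Gm9234*, a processed pseudogene (ENSMUSG00000058050, log2 ratio 2.09), *Dapk3* (1.48), *Fam122a* (1.43), *Babam2* (1.33) and *Alg1* (1.18). *Dapk3* (ENSMUSG00000034974, chromosome 10, 81183005 to 81193197 of GRCm38) was at 13.2 CPM at E7.5 (12.996 to 13.5) and 38.8 CPM at E8.5 (38.3 to 39.4). Its plates ranged from 4.63 to 26.7 CPM and from 30.7 to 61.03 CPM. The largest falls were of *Gm17066* (−4.12), *Spry2* (−4.07), *mt-Co2* (−3.82), *Gm37696* (−3.54) and *Gm2000* (−3.13). *Spry2* (ENSMUSG00000022114, chromosome 14, 105891947 to 105896819) fell from 83.4 CPM (82.8 to 84.04) to 4.02 CPM (3.85 to 4.203). E7.5 plates ranged from 38.6 to 154.5 CPM and E8.5 plates from 0.247 to 11.4. *Gm9234*, *Gm2000* and *mt-Co2* can share reads with near-identical copies, and *Gm37696* is annotated as antisense and *Gm17066* as a processed transcript, so their values are uncertain. Among the alternatives, the smallest falls were −0.66 for *mt-Co2* and −0.76 for *Gm2000*. They were −2.57 for *Gm17066*, −2.93 for *Spry2* and −2.53 for *Gm37696*. The plates of *mt-Co2* separated narrowly, with 1.734 CPM on the lowest E7.5 plate and 1.729 CPM on the highest E8.5 plate.

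Expression of the DNA methylation and demethylation enzymes was then compared, since the study asked how these enzymes behave along blood formation. Host and knockout cells can both be in these values, in unknown shares. None of the 28 listed genes separated the plates of the stages. *Dnmt3b* (chromosome 2, 153649450 to 153687730) was at 731.3 CPM at E7.5 (729.4 to 733.1) and 159.6 CPM at E8.5 (158.5 to 160.7), a log2 ratio of −2.19. Its plates ranged from 149.95 to 1582.6 CPM and from 49.5 to 428.2 CPM. Among haematoendothelial-like cells of the 9 plates with at least 5 of them, the ratio was 0.22 for *Dnmt3b* and −0.080 for *Tet1*. Among erythroid-like cells, with lane plate 1 as the only E7.5 plate, both genes were lower at E8.5. *Dnmt3b* went from 104.6 to 25.9 CPM there and *Tet1* from 26.9 to 4.54 CPM. Pooled over all passing cells, *Tet1* (chromosome 10, 62804570 to 62908996) went from 80.5 to 35.7 CPM (−1.15). *Dnmt1* (chromosome 9, 20907209 to 20959888) went from 147.7 to 202.8 CPM (0.45), *Tet2* (chromosome 3, 133463679 to 133545139) from 22.02 to 30.4 CPM (0.45) and *Tet3* (chromosome 6, 83362373 to 83459084) from 39.1 to 42.9 CPM (0.13). *Dnmt3a* (chromosome 12, 3806007 to 3914443) went from 136.7 to 114.1 CPM (−0.26) and *Uhrf1* (chromosome 17, 56303321 to 56323486) from 369.5 to 323.6 CPM (−0.19). The differences of *Dnmt3b*, *Tet1* and *Dnmt1* exceeded the SD between plates of a stage, which was 1.18, 0.80 and 0.27 on the log2 scale. Those of *Tet2*, *Dnmt3a* and *Tet3* were within their SDs of 0.78, 0.65 and 0.53, and that of *Uhrf1* was about its SD of 0.19. *Dnmt3a* and *Tet3* kept their sign under 28 of 30 alternatives.

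**Figure D2:**
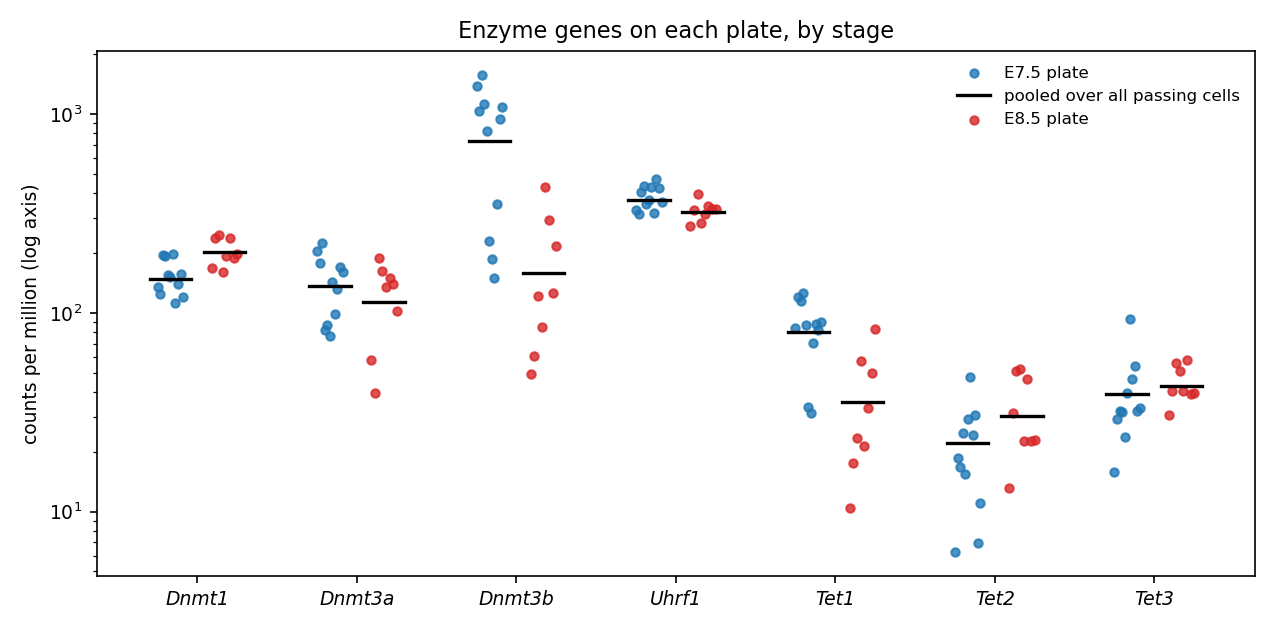
CPM of 7 enzyme genes (vertical log axis) on each E7.5 plate (blue points) and E8.5 plate (red points), with black bars for the value pooled over passing cells of the stage. Plates of the stages overlap for every gene shown, including *Dnmt3b*, whose pooled values were 731.3 and 159.6 CPM.

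The primed pluripotency genes were lower at E8.5 when pooled. *Pou5f1* went from 196.8 to 2.71 CPM (log2 ratio −5.74), *Utf1* from 74.2 to 0.590 (−5.56), *Fgf5* from 59.9 to 0.588 (−5.26), *Pim2* from 187.2 to 8.97 (−4.24) and *Slc7a3* from 85.4 to 5.61 (−3.71). E7.5 plates of *Pou5f1* ranged from 0.628 to 514.9 CPM and E8.5 plates from 0 to 12.7. Among haematoendothelial-like cells only, *Pim2* had a ratio of 1.20, from 3.26 and 8.78 CPM. The posterior Hox genes had ratios of 2.12 for *Hoxb9*, 1.58 for *Hoxc9*, 1.26 for *Hoxc8* and 1.23 for *Hoxa9*, at no more than 12.6 CPM pooled. Without E8.5 plate 8, *Hoxc8* had 0.11 and *Hoxc9* 0.63, and without E8.5 plate 4, *Hoxa9* had 0.82. Among haematoendothelial-like cells only, *Hoxc9* had −0.68, from 1.99996 and 0.878 CPM, and *Hoxc8* was under the pseudocount at both stages.

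Haemoglobin and blood genes were compared last between stages. *Hbb-y* had a log2 ratio of 3.95, *Hbb-bh1* 2.44 and *Hba-x* 1.87. *Hba-x* was 47146 CPM on its highest E8.5 plate and 21539 CPM on its highest E7.5 plate, and its ratio became −0.54 without E8.5 plate 1 and 6.31 without E7.5 lane plate 1. Ratios were 2.92 for *Alas2*, 2.23 for *Hemgn*, 1.93 for *Gata1*, 1.92 for *Klf1* and 0.57 for *Gata2*. Among E8.5 plates, *Gata2* was highest on plate 3 (79.2 CPM) and *Gata1* on plate 2 (350.2 CPM), followed by plates 1 (281.2 CPM) and 5 (214.8 CPM). Without E8.5 plate 1 the ratios were 1.504 for *Hbb-y*, 0.88 for *Hbb-bh1*, 0.81 for *Alas2*, −0.63 for *Hemgn*, 1.34 for *Gata1* and −0.28 for *Klf1*. Without E7.5 lane plate 1 they were 8.34, 6.95, 5.95, 3.46, 4.09 and 5.45 in the same order. *Gata2* had 0.14 without E8.5 plate 3 and 0.86 without E8.5 plate 1. The near-identical pairs *Hba-a1* (0.37) and *Hba-a2* (6.18), and *Hbb-bs* (2.18) and *Hbb-bt* (1.88), are uncertain because reads can be shared between copies. Without E8.5 plate 1 they were −1.63, 3.28, 0.47 and −0.047 in this order, and without E7.5 lane plate 1 4.67, 8.09, 5.96 and 4.34.

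Enzyme expression was finally followed over the E8.5 blood classes, from haematoendothelial-like (103703051 reads) to blood progenitor-like (75 cells, 49198545 reads) to erythroid-like cells (115187636 reads). Haemoglobin genes took 17.3% of erythroid-like reads. *Dnmt3a* was at 152.2 CPM (149.8 to 154.6), 124.1 CPM (120.98 to 127.2) and 14.8 CPM (14.1 to 15.6) in these classes. *Dnmt3b* was at 157.4 CPM (154.98 to 159.8), 236.9 CPM (232.6 to 241.2) and 26.6 CPM (25.6 to 27.5). *Tet1* was at 31.1, 24.1 and 4.64 CPM, *Tet2* at 54.1, 42.2 and 18.1 CPM, and *Tet3* at 62.7, 43.6 and 29.6 CPM. *Dnmt1* was at 232.1, 246.1 and 194.8 CPM and *Uhrf1* at 324.6, 421.1 and 293.04 CPM.

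**Figure D3:**
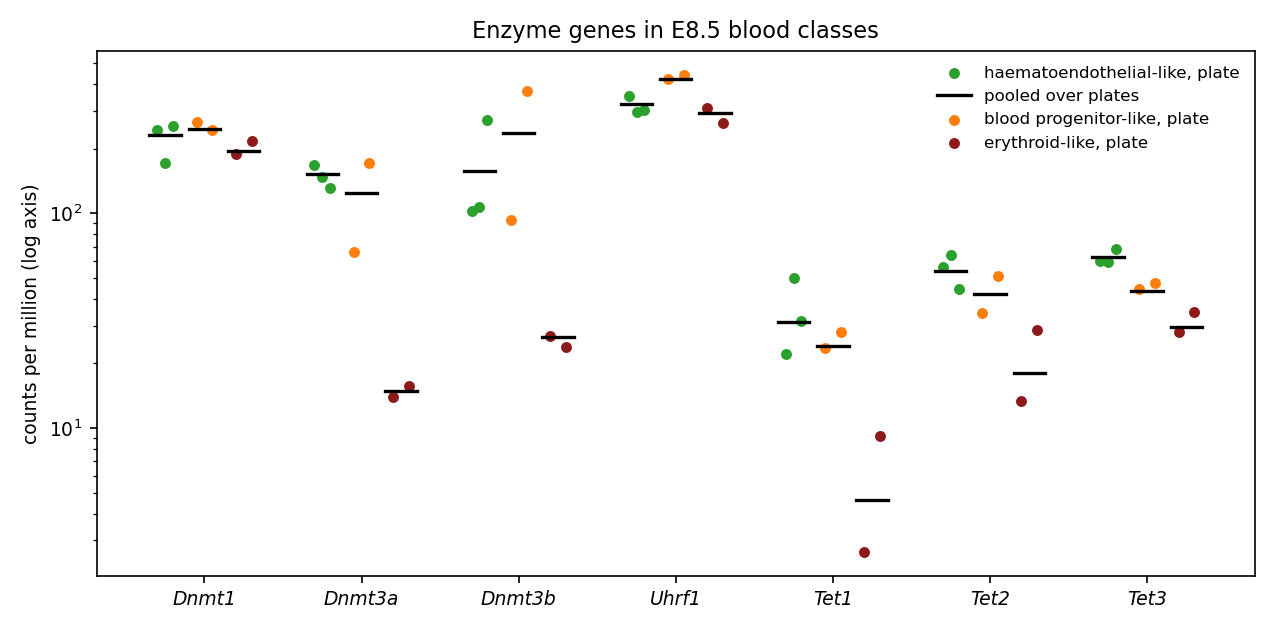
CPM of 7 enzyme genes (vertical log axis) in E8.5 haematoendothelial-like (green), blood progenitor-like (orange) and erythroid-like cells (dark red). Points are plates with at least 5 cells of the class and black bars are pooled values. Erythroid-like *Dnmt3a* was 13.9 and 15.7 CPM on its 2 plates, below all other points for that gene.

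Erythroid-like over haematoendothelial-like log2 ratios were −3.36 for *Dnmt3a* (−3.43 to −3.29), −2.75 for *Tet1* (−2.88 to −2.61), −2.57 for *Dnmt3b* (−2.62 to −2.51), −1.58 for *Tet2* (−1.65 to −1.51) and −1.08 for *Tet3* (−1.14 to −1.02). Each exceeded the SD between plates of the same class, which was 0.50, 0.76, 0.91, 0.48 and 0.14 for these genes. Every such SD rests on only 4 degrees of freedom. *Dnmt1* (−0.25) and *Uhrf1* (−0.15) were close to their SDs of 0.24 and 0.13. With haemoglobin genes left out of the library size the ratios were 0.021 for *Dnmt1* and 0.13 for *Uhrf1*, so their direction depended on the scaling. No E8.5 plate held at least 5 cells of both end classes. On plate 2, which held 60 erythroid-like and 32 blood progenitor-like cells, erythroid-like over blood progenitor-like ratios were −2.08 for *Dnmt3a*, −1.97 for *Dnmt3b*, −1.36 for *Tet1*, −0.27 for *Tet2* and −0.36 for *Tet3*, against pooled values of −3.06, −3.16, −2.37, −1.22 and −0.56. *Dnmt1* had −0.30 and *Uhrf1* −0.69 on that plate, against −0.34 and −0.52 pooled. With haemoglobin genes left out of the library size, the plate 2 values were −0.19 and −0.57 and the pooled ones −0.077 and −0.26. The *Uhrf1* values thus exceeded its SD, while *Dnmt1* did so or not depending on the scaling. On plate 6, with 40 blood progenitor-like and 41 haematoendothelial-like cells, blood progenitor-like over haematoendothelial-like ratios were 0.38 for *Dnmt3a*, 0.46 for *Dnmt3b*, 0.20 for *Tet2* and −0.055 for *Dnmt1*. Pooled over plates these were −0.29, 0.59, −0.36 and 0.085, so *Dnmt3a*, *Tet2* and *Dnmt1* changed sign within the plate. *Dnmt3b* kept its sign, as did *Uhrf1* (0.55, pooled 0.38), *Tet3* (−0.53, pooled −0.52) and *Tet1* (−0.18, pooled −0.37). Of these, *Uhrf1* and *Tet3* exceeded their SDs of 0.13 and 0.14 on the plate. A spread between plates does not measure the error of a ratio within 1 plate. For plates 2 and 6 the SDs are therefore a scale only and no test.

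At E7.5, pooled over plates, erythroid-like (65 cells) over haematoendothelial-like ratios were −2.19 for *Dnmt3a*, −1.37 for *Tet2*, −1.32 for *Tet3*, −0.43 for *Tet1* and −0.28 for *Dnmt3b*. *Dnmt1* had −0.087 and *Uhrf1* −0.077, which became 0.035 and 0.044 without haemoglobin genes in the library size. On lane plate 1, the only plate with at least 5 cells of both classes, 61 erythroid-like and 7 haematoendothelial-like cells gave −0.63 for *Dnmt3a*, −0.91 for *Dnmt3b*, −2.0002 for *Tet2*, −1.37 for *Tet3*, 0.33 for *Tet1*, 0.35 for *Dnmt1* and −0.76 for *Uhrf1* (−0.64 without haemoglobin genes). *Tet1* and *Dnmt1* changed sign there, the fall of *Dnmt3a* was smaller than in the pooled cells, and those of *Dnmt3b*, *Tet2*, *Tet3* and *Uhrf1* were larger.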

Values the study reported

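The study reported 768 cells sequenced with scNMT-seq and 1056 with RNA-seq alone. It reported 1634 cells that passed the quality thresholds for RNA expression.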

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

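The 4 named embryos were compared on 41 measures, and 6 of them put 1 embryo far from the other 3. Chance flags about 1 in 20 groups of measured values, a rate that does not cover groups in which the other 3 values are all 0, as in 5 of these 6. Pharyngeal and cardiac mesoderm-like cells were 2.17% of cells in embryo 5 and surface ectoderm-like cells were 1.09% there, with 0 in the other embryos. These shares are 2 and 1 of 92 cells. *Hba-x* was at 0.110 CPM and *Hbb-bh1* at 0.0220 CPM in embryo 5, and *Hbb-y* at 0.0571 CPM in embryo 1, with 0 reads in the other embryos. These 3 values rest on 5, 1 and 4 reads, and such levels are near the floor. *Hoxb9* was at 0 CPM in embryo 4 and between 0.328 and 0.378 CPM in the others, from 23, 34 and 16 reads in embryos 1, 2 and 5. Counting error alone does not explain that 0, although reads of a few cells are not independent. No explanation, technical or biological, was tested for them.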

How the results depend on the processing

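The number of passing cells stayed within 1.5 times of 1730 under all 4 changes of the quality limits.

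Class shares depended on clustering, and the cause was not tested. At E8.5 the erythroid-like share was 15.2% at resolution 0.5, 12.6% with 4000 variable genes, 12.8% with haemoglobin genes left out of clustering and 13.05% without the 2% of cells with most reads per plate. The blood progenitor-like share at E8.5 was 13.3% at resolution 0.5, 7.66% at resolution 2, 7.80% with 1000 variable genes, 0% with 4000 variable genes, 3.63% with expression centred within plates and 12.8% without haemoglobin genes in clustering. At E7.5 it was 2.33% at resolution 2 and 0.913% with centring. The haematoendothelial-like share at E7.5 was 9.43% at resolution 2, 8.82% with 1000 variable genes and 8.82% with centring, and at E8.5 it was 17.7% with centring and 27.5% without the cells with most reads. Leaving out each plate of a stage in turn, with new clusters, gave E8.5 shares of 7.38% to 25.9% erythroid-like, 0% to 13.1% blood progenitor-like and 19.4% to 32.5% haematoendothelial-like. At E7.5 the ranges were 0.224% to 7.27%, 0% to 0.667% and 6.61% to 16.98%. The blood progenitor-like share at E8.5 was 0% without plate 1, 2, 5 or 7. The low end for erythroid-like cells came without lane plate 1 at E7.5 and without plate 1 at E8.5.

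The share of genes with separated plates rises with fewer plates by construction. It was 5.72% above and 9.37% below with only the named embryos at E7.5, and 3.13% and 4.48% with only the lane plates. It was 41.7% and 34.9% among erythroid-like cells, on 3 plates, and 5.59% and 3.91% among haematoendothelial-like cells, on 9 plates. Blood progenitor-like cells gave no value, with 0 plates at E7.5. Leaving out 1 plate gave 0.394% to 1.02% above and 1.35% to 1.99% below. The share above moved by over 1.5 times without the chimera plate (1.02%), E7.5 lane plate 2 (0.667%) or E8.5 plate 1 (0.634%). Under TMM factors 22 of the 38 genes above and 99 of those below kept their separation.

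Stage ratios of at least 1 log2 changed sign in the cases given next, among the alternatives run. Smaller ratios also changed sign, with *Dnmt3a* and *Tet3* keeping theirs under 28 of 30 alternatives, *Hba-a1* under 26 and *Gata2* under 29. The cause was not tested. Among haematoendothelial-like cells only, on plates with at least 5 of them, log2 ratios were 0.22 for *Dnmt3b*, −1.25 for *Klf1*, −3.50 for *Gata1*, −0.21 for *Hemgn*, −0.77 for *Alas2*, −0.052 for *Hoxc8*, −0.68 for *Hoxc9* and 1.20 for *Pim2*. *Hemgn* and *Hoxc8* were under the pseudocount of 1 CPM at both stages in these cells, which holds their ratios near 0 and leaves little to read from the sign. The same holds among erythroid-like cells only for *Pou5f1* (0.013, from 0 and 1 reads) and *Fgf5* (0.49, from 0 and 46 reads). Leaving out plates in turn gave −0.54 to 6.31 for *Hba-x*, −0.63 to 3.46 for *Hemgn*, −0.28 to 5.45 for *Klf1* and −0.047 to 4.34 for *Hbb-bt*. The low ends came without E8.5 plate 1 and the high ends without E7.5 lane plate 1, which show that these 2 plates decide the values.

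Erythroid-like over haematoendothelial-like ratios at E8.5 kept their sign under all 17 alternatives for *Dnmt3a*, *Dnmt3b*, *Tet1*, *Tet2* and *Tet3*. *Dnmt1* and *Uhrf1* kept it under 14. Leaving haemoglobin genes out of the library size gave 0.021 for *Dnmt1*, 0.13 for *Uhrf1* and −0.81 for *Tet3*. TMM factors gave 0.035, 0.14 and −0.79, and DESeq2 size factors 0.0061, 0.11 and −0.82. *Tet3* was −0.94 as a median over plates and −0.92 as a mean over cells. Without the 2% of cells with most reads, *Uhrf1* was −0.28 and *Tet1* −3.70. Leaving out each plate gave −3.46 to −1.74 for *Tet1*, −1.96 to −0.89 for *Tet2*, −1.18 to −0.92 for *Tet3*, −0.36 to −0.038 for *Uhrf1*, −0.35 to −0.15 for *Dnmt1*, −3.50 to −3.16 for *Dnmt3a* and −2.95 to −1.96 for *Dnmt3b*. Without plate 1, *Tet1* was −1.74 and *Tet2* −0.89. The ratio of blood progenitor-like to haematoendothelial-like cells kept its sign under 14 of 17 alternatives for *Dnmt3b* and 16 for *Dnmt3a*. It ranged from −1.80 to 1.18 for *Dnmt3b* and from −2.06 to 0.18 for *Dnmt3a*, with the low ends without the cells with most reads and the high ends without plate 2. Without plate 6 it was 0.12 and −0.99. Erythroid-like over blood progenitor-like ratios of *Dnmt1* and *Uhrf1* were below 0 under all 17 alternatives.

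The alternatives for the tests within the named embryos gave no value, because at most 5 haematoendothelial-like and 0 erythroid-like cells came from any of them. No paired analysis was possible because no animal is named at E8.5 and the replicate numbers only follow the order of the cells. For the 7 enzyme genes, intervals from read counts are narrower than the spread between plates.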

Other observations

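The tests on *Xist* and Y-linked reads, lane plates, separated genes, *Hba-a2* and failed wells were chosen only after the patterns were seen. The number of cells left by the alternative minimum of 100000 reads was 1634. That is the same as the value quoted from the study above, while the stated minimum left more cells.

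Cells were called by at least 3 reads of *Xist* or of the Y-linked genes *Ddx3y*, *Eif2s3y* and *Kdm5d* together. On some plates, most cells had neither. The share with neither was 93.5% on the E7.5 chimera plate, 87.2% and 84.04% on embryos 1 and 2, 13.98% and 21.7% on embryos 4 and 5, and from 1.08% on lane plate 1 to 90.8% on lane plate 3. On E8.5 plates 1 to 8 it was 7.45%, 86.3%, 6.67%, 85.4%, 9.78%, 79.1%, 7.37% and 87.9% in that order. Depth was tested by thinning each cell to 100000 reads, after which the highest and lowest plates still differed by 95.7 percentage points. Cell class was tested within haematoendothelial-like cells, where plates still differed by 83.6 percentage points, from 4.17% on lane plate 2 to 87.8% on E8.5 plate 6. Neither depth nor class therefore accounts for the pattern. A candidate explanation is that cells of more than 1 origin, one of them lacking both kinds of transcript, were sorted to different plates. The labels do not give the origin of a cell, so this was not tested, no origin was assigned and expression was not compared between such cells. Blood progenitor-like cells lay mainly on E8.5 plates 2 and 6, both with high shares. Erythroid-like cells lay mainly on plates 1 and 2 and haematoendothelial-like cells on 3, 4 and 6, with low and high shares. Pooled ratios between these classes may therefore also reflect origin.

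Lane plates carry the E7.5 label but differed in which cells they resembled. With neighbours taken from the plates without a lane in their title, the majority of the 15 nearest neighbours were E8.5 cells for 98.9% of cells on lane plate 1, 95.7% on lane plate 2, 61.96% on lane plate 4, 31.03% on lane plate 3, 1.43% on lane plate 5 and 1.18% on lane plate 6. The same measure was at most 4.35% on the other E7.5 plates and at least 81.9% on E8.5 plates. *Pou5f1* was at 0.628 CPM on lane plate 1 and 469.4 CPM on lane plate 5. Genes that separate the stages were then chosen without any lane plate, and without the plate examined. Lane plate 1 lay past every E8.5 plate on the E7.5 side for 38.8% of them, lane plate 2 for 36.3%, lane plate 3 for 63.3% and lane plate 4 for 68.1%. E8.5 plates examined in this way gave 7.56% to 35.3%, and the E7.5 plates without a lane in their title 58.5% to 96.6%. The low end of the latter range was the chimera plate alone, and the named embryos gave 87.8% to 96.6%. Lane plates 3 and 4 thus lay above every E8.5 plate and the chimera plate, but below every named embryo. A wrong label there cannot be ruled out, because the genes differed between plates examined and libraries may differ between stages. Lane plates 1 and 2 lay just above the highest E8.5 plate and below every other E7.5 plate. For lane plates 1 and 2, a wrong label cannot be told apart from a sort gate rich in blood and endothelium, because only 13 haematoendothelial-like cells at E7.5 lay outside the lane plates. Among extraembryonic mesoderm-like cells, where 46 and 60 cells were available, 26.9% on lane plate 4 and 10.6% on lane plate 3 lay nearest to E8.5. The stage ratios of blood genes should be read with this open.

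Of the genes whose plates separated by stage, 15.2% (10.2 to 21.5) were not annotated as protein coding, against 4.06% (3.67 to 4.47) of the other 9715 genes. Gene type does not measure shared reads. The genes not annotated as protein coding include antisense *Gm37696* and the processed transcript *Gm17066*, while *Gm2000* and *mt-Co2* are annotated as protein coding. Whether reads shared with pseudogenes or other copies account for part of the separated genes therefore stays open. Most separated genes are protein coding. The share of reads on processed pseudogenes also differed between plates, from 0.688% on E8.5 plate 1 to 1.77% on lane plate 1. A difference in libraries between stages stays open, since no plate holds both stages.

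*Hba-a2* took 28.7% of *Hba-a1* and *Hba-a2* reads in erythroid-like cells of E8.5 plate 1, 15.1% on plate 2 and 0.496% on E7.5 lane plate 1. The E8.5 plates differed by 13.5 percentage points. Single cells with at least 50 such reads spread widely within the E8.5 plates. The 10th to 90th percentiles were 20.9% to 33.98% on plate 1 and 4.54% to 22.8% on plate 2. On E7.5 lane plate 1 the same percentiles were 0.162% and 0.731%, below both E8.5 ranges. A rule of sharing reads between the copies, a strain variant and a change with maturation all stay open, because a real difference in *Hba-a2* transcripts would give such shares under any rule.

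Wells under the minimum of reads recurred at position E12, on 6 of 19 plates. Random placement of the 72 such wells within their plates gave as many at any position with a one-sided permutation p of 0.00328 (100000 resamples). Chance placement is therefore an unlikely cause. Whether these wells were left empty or held controls is not stated in the labels, and no biological explanation was tested.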
